# Loss-of-function of the hippo transducer TAZ reduces mammary tumor growth through a myeloid-derived suppressor cell-dependent mechanism

**DOI:** 10.1038/s41417-022-00502-0

**Published:** 2022-07-15

**Authors:** He Shen, Yuwen Zhang, Elliot D. Kramer, Eriko Katsuta, Yin Wan, Yanmin Chen, Jianmin Wang, Yali Zhang, Junko Matsuzaki, Costa Frangou, Scott I. Abrams, Jianmin Zhang

**Keywords:** Tumour immunology, Cancer genetics

## Abstract

TAZ, one of the key effectors in the Hippo pathway, is often dysregulated in breast cancer, leading to cancer stemness, survival, and metastasis. However, the mechanistic bases of these tumor outcomes are incompletely understood and even less is known about the potential role played by the non-malignant cellular constituents of the tumor microenvironment (TME). Here, we revealed an inverse correlation between TAZ expression and survival in triple-negative breast cancer (TNBC), but not other subtypes of breast cancer. We found that TAZ knockdown in two murine TNBC tumor cell line models significantly inhibited tumor growth and metastasis in immune competent but not immune deficient hosts. RNA-seq analyses identified substantial alterations in immune components in TAZ knockdown tumors. Using mass cytometry analysis, we found that TAZ-deficiency altered the immune landscape of the TME leading to significant reductions in immune suppressive populations, namely myeloid-derived suppressor cells (MDSCs) and macrophages accompanied by elevated CD8^+^ T cell/myeloid cell ratios. Mechanistic studies demonstrated that TAZ-mediated tumor growth was MDSC-dependent in that MDSC depletion led to reduced tumor growth in control, but not TAZ-knockdown tumor cells. Altogether, we identified a novel non-cancer cell-autonomous mechanism by which tumor-intrinsic TAZ expression aids tumor progression. Thus, our findings advance an understanding of the crosstalk between tumor-derived TAZ expression and the immune contexture within the TME, which may lead to new therapeutic interventions for TNBC or other TAZ-driven cancers.

## Introduction

The TME is now recognized as an integral determinant in modulating neoplastic progression, including TNBC [1]. The TME contains a variety of non-cancer cells, such as cancer-associated fibroblasts (CAFs), vascular endothelial cells, and immune cells, including T cells, B cells, neutrophils, macrophages, and myeloid-derived suppressor cells (MDSCs) [2]. Evidence indicates that these populations contribute to neoplastic progression via signals that stimulate proliferation, reduce tumor cell death, aid angiogenesis, invasion and metastasis, and increase resistance to chemotherapy, radiotherapy, and immunotherapy [3]. Indeed, newly developed immune checkpoint inhibitors (ICIs), which target negative regulatory pathways in T cells to enhance the antitumor immune responses, have led to important clinical advances and provide a new weapon against cancer [4]. Therefore, understanding how these different non-cancerous cell types contribute to tumor progression will help inspire the development of novel therapies.

Dysregulation of the Hippo signaling effector proteins YAP/TAZ is associated with tumor progression across multiple cancer types [5]. YAP/TAZ are transcriptional co-activators that interact mainly with the TEA domain (TEAD) transcription factor family of proteins and drive cell proliferation, migration, and survival [6]. High expression and nuclear localization of YAP/TAZ has been observed in breast, liver, lung, and colon cancers [5]. We previously demonstrated in breast cancer models that activation of YAP/TAZ induced epithelial-to-mesenchymal transition (EMT), resistance to apoptosis, and growth factor-independent cell proliferation through activation of EGFR signaling [7, 8]. Therefore, TAZ confers breast cancer with stem cell-like traits [9, 10]. We also recently showed that TAZ is not only a driver of basal-like breast cancer progression, but also a requirement for tumor maintenance and the establishment of metastases [11]. Thus, tumor-intrinsic TAZ expression can affect tumor progression through multiple mechanisms; however, it is not completely understood how TAZ expression impacts the immune elements of the TME, which are now regarded as major determinants governing overall tumor outcome.

Here, to assess the regulatory role of TAZ in the immune-TME, we deleted TAZ using CRISPR-Cas9 or shRNA systems in two distinct mammary tumor models of TNBC: 4T1 and EMT6 cells. We showed that the loss of TAZ significantly inhibited tumor growth and metastasis in immune competent mice. In contrast, TAZ deficiency had no significant bearing on tumor growth in immune deficient mice, highlighting the importance of the immune compartment in mediating tumor control. RNA-seq analysis of control and TAZ knockdown 4T1 tumors identified substantial alterations in immune components, indicating that TAZ expression in these tumors played an integral role in immune cell mobilization to the TME. Using mass cytometry analysis, we demonstrated significant alterations in immune cell subsets within the TME of TAZ-deficient tumors of immune competent hosts, namely leading to reductions in MDSCs and macrophages. Furthermore, depletion of MDSCs reduced tumor growth in TAZ-expressing control, but not TAZ-deficient tumors, suggesting that tumor TAZ expression acts through MDSC-dependent mechanisms. Altogether, we uncovered a novel non-cancer cell-autonomous mechanism by which tumor intrinsic TAZ expression aids tumor progression in the field of TNBC.

## Methods

### Cell lines and cell culture

4T1 cells were purchased from ATCC. E0771 cells were purchase from CH3 Biosystems. EMT6 cells were kindly provided by Dr. Yurij Ionov and MB49 cells were kindly provided by Dr. Yuesheng Zhang both at the Roswell Park Comprehensive Cancer Center. 4T1, EMT6, E0771, and MB49 cells were cultured in DMEM (Corning, NY) supplemented with 10% fetal bovine serum and 100IU Penicillin & 100 µg/ml Streptomycin. All cells were cultured in a humidified atmosphere of 95% air and 5% CO_2_ at 37 °C. All cell lines were confirmed mycoplasma-free.

### Plasmids, shTaz and sgTaz lentiviral production

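TAZ is encoded in the mouse by Wwtr1 (ENSMUSG00000027803.14), which lies on the minus strand of chromosome 3 of mm10 from 57455649 to 57575910. The guide RNA of sgTaz, GAGGATTAGGATGCGTCAAG, is 20 bases long. Among the transcripts of the GENCODE M21 annotation, an exact match was found in transcripts of Wwtr1 only. The target lies on chromosome 3 from 57477374 to 57477393, in exon 4 of 7, and is coding sequence in both transcripts matched. It begins at codon 244 of 395 in the transcript with the shorter coding sequence and at codon 301 of 452 in the other. The target is followed in the gene by AGG, the motif next to the target that Cas9 needs. Cas9 usually cuts 3 bases from this motif, here between 57477376 and 57477377. With 30 bases on each side, the sequence of the gene reads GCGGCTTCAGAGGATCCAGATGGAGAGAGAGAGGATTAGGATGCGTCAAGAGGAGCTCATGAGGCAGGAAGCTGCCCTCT. Sites with mismatches to the guide RNA were not analysed here.

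**Figure D1:**
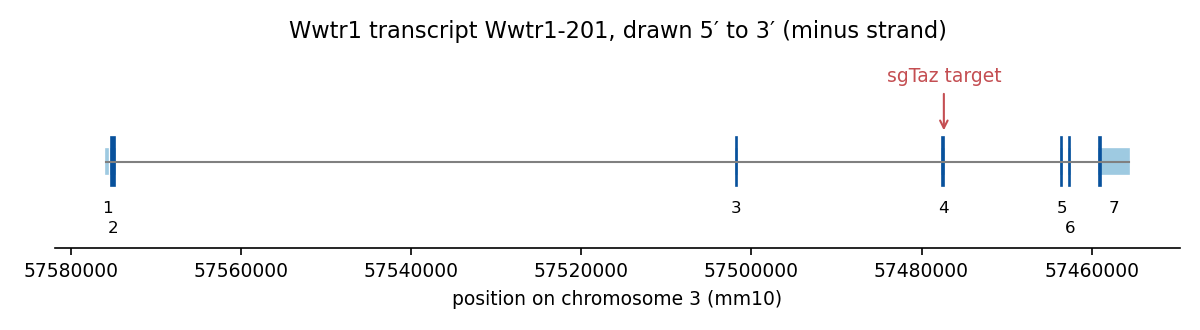
Exons of the Wwtr1 transcript with 395 codons along chromosome 3 of mm10 (position in bases), drawn from 5′ to 3′ with the exon number under each exon. Dark blocks are coding sequence, light blocks are untranslated sequence, and the arrow marks the sgTaz target in exon 4 of 7.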

shNT (SHC002) and shTaz (TRCN0000095952 & TRCN0000095949) constructs were purchased from Sigma-Aldrich (St. Louis, MO). sgcon, sgTaz (Target sequence: GAGGATTAGGATGCGTC-AAG) and Cas9 expression constructs were a gift from Cellecta (Mountain View, CA) Briefly, for lentiviral packaging, shRNA plasmid, Δ8.9 and Vsvg were co-transfected into 293 T cells with the tremeGENE 9 DNA Transfection Reagent from MilliporeSigma (Burlington, MA). Viral supernatants were collected on days 3 and 4 after transfection. Cas9, sgControl or sgTaz plasmids, psPAX2 and pMD2.G were co-transfected into 293 T cells with the tremeGENE 9 DNA Transfection Reagent. Viral supernatants were collected on days 3 and 4 after plasmid transfection.

### In vivo tumor growth

1 × 10^5^ sgControl or sgTaz 4T1 or 5 × 10^5^ sgControl or sgTaz EMT6 cells were injected into the 4^th^ mammary fat pad of 6–8-week-old female SCID or BALB/c mice. The SCID mice were bred at Roswell Park. The BALB/c mice were purchased from Charles River Laboratories (Catskill, NY). Tumor sizes were measured once a week using a digital caliper. Tumor growth was also detected by the In Vivo Luminescence Imaging System. All animal studies were approved by the Institutional Animal Care and Use Committee of Roswell Park.

### Tissue dissociation

The primary tumor masses were surgically removed following euthanasia. Tumors were transferred to gentle MACS C-tubes from Miltenyi Biotec (Waltham, MA) in the presence of 2 mL of a 1X collagenase/hyaluronidase cocktail from Stemcell Technologies (Cambridge, MA) and dissociated using the gentleMACS™ Dissociator per manufacturer’s instructions. The suspension was further incubated at 37 ˚C in a rotating incubator and then strained through 100 μm SureStrain from Laboratory Products Sales (Rochester, NY) filters prior to resuspension in PBS.

### Flow cytometry analysis

Isolated cells were subjected to ACK lysis to remove RBCs. One million cells were suspended in staining buffer (PBS + 0.5% BSA + 2 mM EDTA) and treated with Mouse Fc block from (BD Biosciences; NJ) followed by incubation with the conjugated primary antibodies listed in Table S3, or in the case of the Gr-1 analysis, stained separately with the anti-CD45 and anti-CD11b antibodies listed in Table S3 along with PE-Cy5 anti-Gr-1 (Biolegend, #108409). Immunostained samples were then incubated with DAPI (Thermo-Fisher Scientific; NY) for dead cell exclusion. Samples were acquired on the LSR II flow cytometer (BD Biosciences) using FACSDiva version 6.1.3 software. Data analysis was performed using FCS Express 7.0.

### Immunoblot analysis

For immunoblot analysis, cells were lysed in RIPA buffer (Boston Bio-Products; MA) in the presence of protease and phosphatase inhibitors (Thermo-Fisher Scientific). Protein concentration was determined using the Bradford protein assay. Briefly, BSA standards at varying concentrations were made to create a standard curve. Standards were made using RIPA buffer. Absorbance was read at 650 nm and protein concentrations were calculated based on the slope of the standard curve. 20–30 ug of protein was loaded, separated by SDS-PAGE, and then transferred onto PVDF membranes (EMD Millipore). Membranes were blocked in 5% milk in the Tris Buffered Saline with Tween (TBST) for 1 h and incubated overnight at 4 °C with the primary antibodies. The next day membranes were incubated with anti-mouse or anti-rabbit secondary antibody (Bio-Rad). Proteins were detected using Peirce ECL western blotting substrate. Anti-TAZ antibody (#83669) was purchased from Cell Signaling Technologies (Danvers, MA) and anti-GAPDH antibody (Y1041) was purchase from Ubiquitin-Proteasome Biotechnologies (Dallas, TX).

### Colony formation assay

For colony formation experiments, 200 cells were plated in a 6-well plate allowing growth to occur for 7–10 days. The plates were washed once with PBS, fixed with 4% paraformaldehyde for 10 min, and stained with crystal violet for 30 min. Colony numbers were counted under the microscope.

### Mass cytometry assay and data analysis

A single cell suspension for each sample was analyzed by Helios (Fluidigm; CA). FCS files were then normalized, as described [12]. Nucleated single cells were manually gated by DNA intercalators 191Ir/193Ir and event length. Dead cells were excluded by Cisplatin 194Pt/195Pt staining. Live single cells were manually gated, and corresponding FCS files were exported for data analyses in Cytobank and Flowjo. For viSNE analysis in Cytobank, typically 15,000 to 30,000 live singlet events/sample were utilized to generate t-SNE maps with 2000 or 3000 iterations, perplexity at 30 or 60, and theta value at 0.5. Equal events were used for each batch of viSNE analysis, which was repeated at three time with a setting change.

### RNA-seq, NanoString immunology panel analysis and RT-qPCR

For the RNA-seq analysis, total RNA was extracted from sgControl or sgTAZ 4T1-generated whole-tumors using Trizol Reagent (Thermo-Fisher Scientific) according to the manufacturer’s instructions. The RNA samples were subjected to transcriptome sequencing (RNA-seq) with an Illumina HiSeq 2000 sequencer in the Roswell Park Genomic Shared Resource. Raw reads that passed quality filter from Illumina RTA were mapped to the mm10 mouse reference genomes and corresponding GENCODE (v12) annotation databases using STAR two-pass algorithm [13]. The mapped bam files were further QCed using RSeQC [14], a quality control Bioconductor R package for RNA-seq data, to identify potential RNA-seq library preparation problems. From the mapping results, the read counts for genes were obtained by featureCounts from Subread [15]. Transcript level quantification were generated using kallisto [16], an alignment free tool. Dara normalization and differential expression analysis were preformed using DESeq2 [17], a variance-analysis package developed to infer the statically significant difference in the RNA-seq data. Pathway analysis was performed by GSEA [18] pre-ranked mode using a ranked gene list based on test statistics from differential gene expression analysis against the hallmark (H) and the canonical pathways in MSigDB. The volcano plots were generated using the Enhanced Volcano Bioconductor package and the heatmaps were generated using the heatmap R package.

For the NanoString immunology panel analysis, total RNA was extracted from sgControl or sgTAZ 4T1 cells using Trizol Reagent according to the manufacturer’s instructions. The RNA samples were subjected to NanoString immunology panel run in the Roswell Park Genomic Shared Resource.

For RT-qPCR, total RNA was harvested was extracted from sgControl or sgTAZ 4T1 cells using Trizol Reagent according to the manufacturer’s instructions. cDNA synthesis and quantitative real-time PCR were then performed. GAPDH was used as the internal control. The primer sequences were as follows:

Gapdh-F: 5’-AAC AGC AAC TCC CAC TCT TC-3’

Gapdh-R: 5’-CCT GTT GCT GTA GCC GTA TT-3’

Il33-F: 5’-TCC ACG GGA TTC TAG GAA GA-3’

Il33-R: 5’-GAG GCA GGA GAC TGT GTT AAA-3’

Tgf-β1-F: 5’-GGG CTT AGT GTT CTG GGA AA-3’

Tgf-β1-R: 5’-CCG ATG GAT CAG AAG GTA CAA G-3’

Ccl5-F: 5’-CCA ATC TTG CAG TCG TGT TTG-3’

Ccl5-R: 5’-ACC CTC TAT CCT AGC TCA TCT C-3’

Il1a-F: 5’-GAA GAA GAG ACG GCT GAG TTT-3’

Il1a-R: 5’-TCA CTC TGG TAG GTG TAA GGT-3’

Cx3cl1-F: 5’-GCT TTG CTC ATC CGC TAT CA-3’

Cx3Cl1-R: 5’-GTC TTG GAC CCA TTT CTC CTT C-3’

### Data acquisition and preprocessing from TCGA

There were 1093 breast cancer patients with clinical and primary tumor mRNA expression data from RNA sequence studies available through The Cancer Genome Atlas (TCGA). The clinical and the gene expression quantification data (mRNA expression Z-score from RNA sequence) were downloaded through the cBioportal (http://cbioportal.org) [19, 20]. PAM50 classification data was downloaded through UCSC Xena (https://xena.ucsc.edu/) [21]. TAZ target score was calculated using 22 target gene expressions as previously described [22]. Patients were classified as either target score high or low using higher quantile cutoff (25% high and 75% low). The prognostic differences were analyzed using Kaplan-Meier methods with Log-rank test. All TCGA statistical analyses were performed using R software (http:///www.r-project.org/) together with Bioconductor (http://bioconductor.org/).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software version 9.0. All data are representative of three independent experiments unless otherwise specified. P-values were determined using two-tailed Student’s t-tests (*p < 0.05, **p < 0.01, ***p < 0.001).

## Results

### TAZ is highly expressed in TNBC and correlates with poor outcome in TNBC patients

To determine the potential merit of TAZ expression in human breast cancer, we compared TAZ expression among different breast cancer subtypes using publicly available cohorts from the TCGA database. We found that TAZ is highly expressed in TNBC patients compared to other breast cancer subtypes (Fig. 1A). Consistently, high expression of TAZ is found in the basal-like subtype based on the PAM50 classification, which accounts for most of TNBC (Fig. 1B). To determine the impact of TAZ expression on patient survival in this TCGA dataset, we used the YAP/TAZ transcriptional target signature of 22 genes [23] as a target score to determine clinical outcome. There was no survival difference between high and low TAZ target score in the whole breast cancer cohort (Fig. 1C). Interestingly, when we stratified patients by subtype, high target score patients showed worse disease-free survival in TNBC (*P* = 0.003), whereas no differences were observed in hormone receptor-positive (ER + /PR + ) or HER2-positive subtypes (Fig. 1C).

**Fig. 1:**
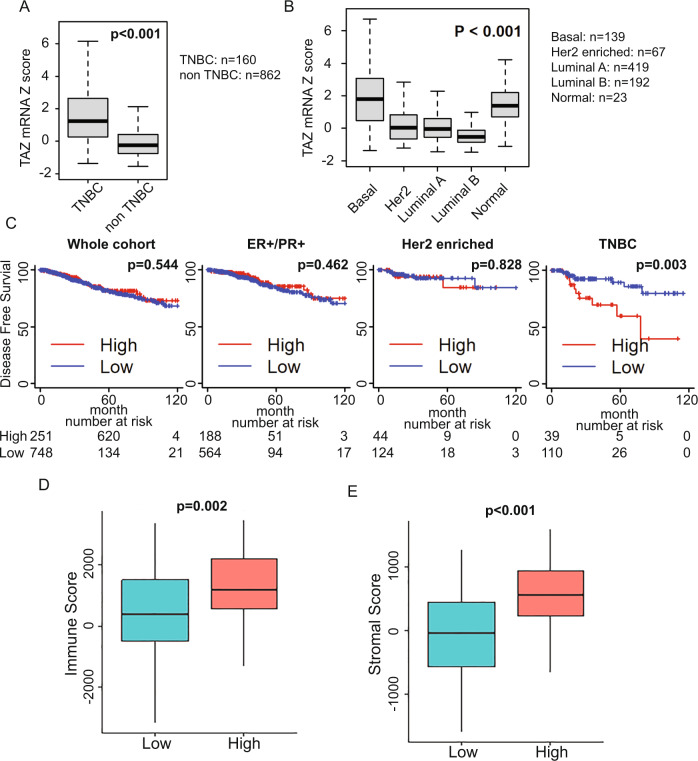
TAZ is highly expressed and correlated with poor outcome of TNBCs. **A** Comparison of TAZ mRNA expression between triple-negative breast cancer (TNBC) and non-TNBC in TCGA breast cancer datasets. TNBC; *n* = 160, non-TNBC; *n* = 862. **B** TAZ mRNA expression comparison by PAM50 classification in TCGA breast cancer datasets. Basal-like (Basal); *n* = 139, Her2; *n* = 67, Luminal A; *n* = 419, Luminal B; *n* = 192, normal-like (normal); *n* = 23. **C** Breast cancer disease-free survival Kaplan-Meier curves were generated using a TAZ target score in the whole cohort or each subtype of the TCGA breast cancer cohort. High TAZ target expression was significantly associated with high immune scores (**D**) and high stromal scores (**E**).

Our data demonstrate that TAZ expression and activation are correlated with worse prognosis for TNBC patients. However, whether TAZ expression contributes to TNBC tumorigenesis, progression, or metastasis through alterations in the stromal content of the TME are largely unknown. To determine the correlation of TAZ activation and non-malignant constituents of the TME in TNBC, we further analyzed TAZ target expression and immune cell signatures utilizing the Estimation of STromal and Immune cells in MAlignant Tumor tissues using Expression (ESTIMATE) data analysis method [24]. We found high TAZ target expression was significantly associated with high immune and stromal scores (Fig. 1D, E), suggesting that TAZ expression influences the nature of the TME. To study the potential implications of this dynamic interaction between TAZ and the TME, we then developed mouse TNBC models expressing or lacking TAZ expression.

### TAZ deficiency reduces mammary tumor growth and lung metastasis

To determine the impact of TAZ expression on mammary tumor growth, we deleted TAZ in the TNBC cell lines 4T1 and EMT6 using the CRISPR-Cas9 system (Fig. 2A, B). TAZ deficiency significantly inhibited orthotopic mammary tumor growth in syngeneic immunocompetent mice compared to sgControl (sgCon) 4T1 or EMT6 cells (Fig. 2A, B). We did not observe overt effects of TAZ deficiency on cell proliferation in vitro, as measured using colony formation assays (Fig. S1A, B). We recently showed that TAZ expression can be important for cell survival in some human breast tumor cell lines, such MDA-MB-231 and MDA-MB-468, but not others, such as MCF7 and T47D, using TAZ knockdown approaches [11]. To extend this finding, we knocked down TAZ expression using the CRISPR-Cas9 system in the murine C57BL/6-derived TNBC model, E0771, as well as an unrelated C57BL/6-derived murine bladder tumor cell line, MB49 using shRNA system and found that TAZ knockdown in those cell line models had no adverse effects on cell growth in vitro (Fig. S1C–F). These data further support the notion that TAZ biology is complex and not necessarily mouse strain- or tumor type-dependent. Furthermore, the effect on tumor growth was lost in immune deficient (SCID) mice, which lack a functional adaptive immune system (Fig. S2A, B).

**Fig. 2:**
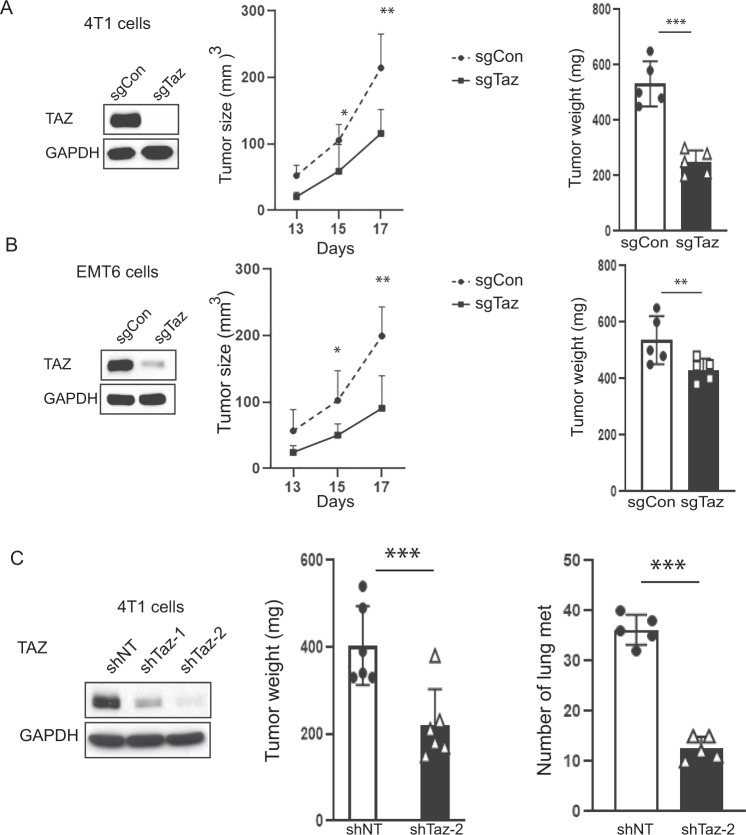
Knockdown of Taz inhibits tumor growth. **A** Immunoblotting detection of Taz knockdown in 4T1 cells; tumor growth in BALB/c mice as measured by caliper and tumor weights. GAPDH was used as a loading control. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: *p < 0.05; ***p < 0.001, *n* = 6. **B** Immunoblotting detection of Taz knockdown in EMT6 cells; tumor growth measured in BALB/c as in panel **A**. GAPDH was used as a loading control. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: *p < 0.05; **p < 0.01. *n* = 6. **C** Immunoblotting detection of Taz knockdown using shNT (Non-target) and two sequences independent shTaz in 4T1 cells; Tumor weights and quantification of lung tumor metastasis were measured for 4T1 shNT and shTaz 4T1 cells from BALB/c mice. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: ***p < 0.001. met = metastasis nodules *n* = 6.

To strengthen our findings of the relationship between TAZ expression and tumor growth, we silenced TAZ in 4T1 cells using two independent TAZ-shRNA constructs (Fig. 2C). The results showed that knockdown of TAZ did not alter cell proliferation in vitro (Fig. S2C) or tumor growth in vivo in SCID mice (Fig. S2D), consistent with our prior results (Fig. S1). However, knocking down TAZ significantly inhibited tumor growth in syngeneic immune competent mice (Fig. 2C). Furthermore, we found that knocking down TAZ significantly reduced tumor metastasis to the lung (Figs. 2C & S2E). Altogether, these data revealed that a reduction in TAZ expression in two independent TNBC models using two different molecular approaches to alter TAZ expression inhibited tumor growth in syngeneic immune competent mice but not immune deficient mice. In these models, these data indicated an important role for adaptive immunity in the regulation of TAZ-mediated tumor growth and metastasis.

### RNA-seq analyses revealed TAZ knockdown alters the TME

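Whole tumors grown from 4T1 cells, a mouse mammary carcinoma line, were sequenced, so that RNA of tumor cells and of all other cells in the tumor was measured together. The deposited data hold 5 tumors of cells with the control guide RNA (sgCon) and 5 tumors of cells with the guide RNA against the gene of TAZ (sgTaz). In the methods, 100000 4T1 cells were injected into the mammary fat pad of 6- to 8-week-old female mice. The authors mapped the reads to mm10 with STAR and GENCODE annotation, counted the reads of each gene with featureCounts, and deposited these counts without normalization. Whether the counting used the strand of the reads is not stated in the methods. The total count was between 14753922 and 19595821 in sgCon tumors, with a median of 17155103. It was between 12185383 and 18395558 in sgTaz tumors, with a median of 15566873. No pair of tumors of the same group had counts within sampling noise of each other.

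From these counts, 14816 genes with enough reads were tested with the quasi-likelihood test of edgeR after TMM normalization, with a Benjamini-Hochberg adjusted p below 0.05 as the threshold, and 3048 genes fell below the filter. The methods name DESeq2, which was run as an alternative. Expression is given as TMM-normalized CPM, the count of a gene relative to the normalized total of the tumor. For cell types and functions, the score of a tumor was the mean of log2 CPM, with a prior count of 2, over a set of marker genes. The 24 sets were written by hand before the counts were seen but after the paper's supplementary list of changed genes had been read, since the paper's text does not list the members of its own sets. Scores were compared with an exact two-sided permutation test of 5 tumors against 5, whose smallest p is 0.00794, and adjusted over the 24 sets. The choice of test, normalization and filter, the correction for GC content and gene length, and each tumor left out in turn were varied.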

To determine the impact of TAZ expression on the tumor cells as well as the immune TME landscape, we performed a RNA-seq study in sgCon or sgTAZ 4T1 tumors and an over-representation analysis (ORA) using pathway annotations and GO term datasets [25]. We identified 871 significantly upregulated and 1043 downregulated genes (p-adj < 0.05; Fig. 3A; Table S1). sgCon tumors were enriched for regulatory and growth processes, including tumor marker, cell adhesion, and cellular growth factor expression, as well as macrophages and NK cells. sgTAZ tumors were depleted of CD4^+^ memory T-cells, naïve B cells, and cytokines. 

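Wwtr1, the gene of TAZ, was at 163.1 ± 30.2 CPM (SD, n = 5) in sgCon tumors and 108 ± 19.2 CPM (SD, n = 5) in sgTaz tumors. Its log2 fold change was -0.59 (standard error 0.15, adjusted p = 0.096 from edgeR's quasi-likelihood test), and an exact permutation test of the 10 tumors gave p = 0.0159. In the order of their replicate numbers, the sgCon tumors were at 192, 181, 115, 171 and 156 CPM and the sgTaz tumors at 86.6, 104, 110, 139 and 102 CPM, so that the groups overlapped. With each tumor left out in turn, the log2 fold change of Wwtr1 stayed between -0.70 and -0.52. Its adjusted p over the alternatives set beforehand lay between 0.0149 and 0.233. It was 0.401 with a score of lymph node stroma genes as a covariate, a setting chosen after seeing the data. Yap1, the homologue of Wwtr1, which shares 116 exon bases with a transcript on the opposite strand, had a log2 fold change of 0.30 (standard error 0.12, adjusted p = 0.184 from edgeR's quasi-likelihood test).

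With edgeR's quasi-likelihood test, 1 gene was higher and 0 genes were lower in sgTaz tumors at an adjusted p below 0.05, while 1461 genes were higher and 1765 were lower at an unadjusted p below 0.05. The alternative that moved this number most was limma-voom with sample quality weights, with 686 genes higher and 860 lower. DESeq2 gave 531 genes higher and 550 lower. The gene past the threshold of edgeR was Tmx4 (ENSMUSG00000034723.11, chromosome 2 of mm10 from 134594185 to 134644145), with 71.3 ± 1.47 CPM (SD, n = 5) in sgCon tumors and 97.2 ± 1.81 CPM (SD, n = 5) in sgTaz tumors. Its log2 fold change was 0.45 (standard error 0.052, adjusted p = 0.0428 from edgeR's quasi-likelihood test), and 0.32 after correction for GC content and length. Over all settings run, its adjusted p lay between 7.14e-13 and 0.399. The highest came with the score of lymph node stroma genes as a covariate, chosen after seeing the data. All 5 sgTaz tumors were above every sgCon tumor (exact permutation test, p = 0.00794). The paper's Table S1 lists 1043 genes as down and 870 as up. Of these, 1897 were matched by symbol and 1714 were among the genes tested by edgeR. All 1714 changed in the direction listed, 1712 of them at an unadjusted p below 0.05, but Table S1 was made from these same tumors and this does not measure its stability. Of the 1081 genes called by DESeq2 from the deposited counts, 1017 are in Table S1 and 64 are not.

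**Figure D2:**
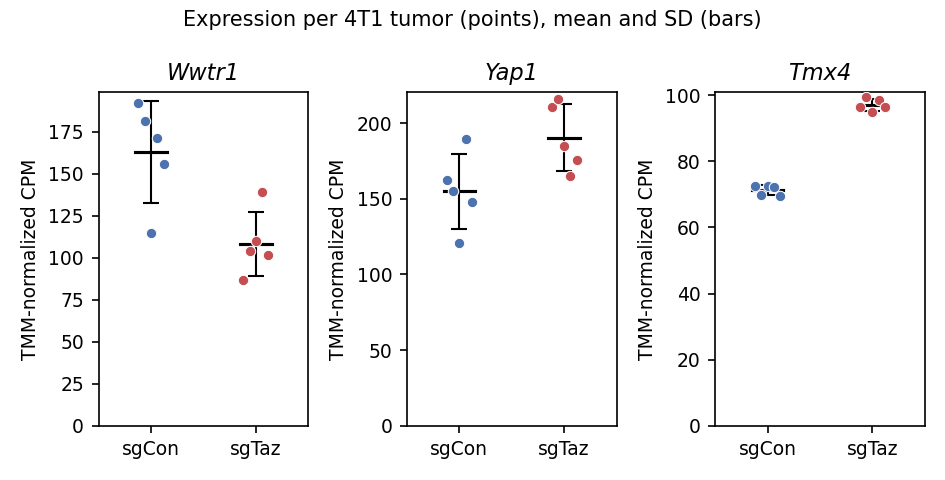
Expression of Wwtr1, Yap1 and Tmx4 in TMM-normalized CPM (vertical axis) in sgCon and sgTaz 4T1 tumors (horizontal axis). Points are tumors (n = 5 per group), and bars are the mean and SD. The groups overlap for Wwtr1 and Yap1, and for Tmx4 the sgCon tumors lie between 69.6 and 72.4 and the sgTaz tumors between 95.1 and 99.5.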

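Of the functions and cell types named for sgCon tumors, the macrophage score was 6.47 ± 0.47 (SD, n = 5) in sgCon tumors and 7.09 ± 0.20 (SD, n = 5) in sgTaz tumors, a difference of 0.63 (exact permutation test, p = 0.0317, adjusted p = 0.106). All 11 genes of the macrophage set were higher in sgTaz tumors. With the median over genes in place of the mean, the difference was 0.31. The growth factor score was higher in sgTaz tumors by 0.21 (exact permutation test, p = 0.0317, adjusted p = 0.106), with 12 of its genes higher and 12 lower. The NK cell score differed by 0.17 (exact permutation test, p = 0.619), and by -0.022 over genes with at least 10 counts in every tumor. The cell adhesion score differed by -0.10 (exact permutation test, p = 0.460). Neither of these differences was larger than the spread between tumors.

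The B cell score was 4.79 ± 1.38 (SD, n = 5) in sgCon tumors and 0.78 ± 2.34 (SD, n = 5) in sgTaz tumors, a difference of -4.01 (exact permutation test, p = 0.0238, adjusted p = 0.106). The score of CD4+ and memory T cells differed by -2.08 (exact permutation test, p = 0.0238, adjusted p = 0.106). All 12 B cell genes and all 10 CD4+ and memory T cell genes were lower in sgTaz tumors, and 4 of the 5 sgTaz tumors were below every sgCon tumor in both scores. The score of cytokines and chemokines differed by -0.25, which did not pass its test (exact permutation test, p = 0.222). None of the 24 sets had an adjusted p below 0.05 in the permutation test of tumors, while 9 had an unadjusted p below 0.05. At the smallest p that 5 tumors against 5 allow, a set passes only where at least 4 sets do so together, so that the number of tumors limits this test. With camera, which tests genes against each other and not tumors, the B cell, the CD4+ and memory T cell and the macrophage sets passed the threshold, the last of these toward higher expression in sgTaz tumors.

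Within groups, the B cell score rose with the score of genes of lymph node stroma and high endothelium over the 10 tumors (Pearson's r = 0.960, permutation p = 0.00037, adjusted p = 0.00222; Spearman's rho = 0.915, permutation p = 0.00149, adjusted p = 0.00894). Adjustment was over 6 such relations. Without the 2 tumors farthest from the median of the stroma score, r was 0.850. At equal stroma score, the B cell difference was -0.58 (permutation p = 0.277) and that of CD4+ and memory T cells -0.10 (permutation p = 0.844). The NK cell difference was then 0.93 (permutation p = 0.0225, adjusted p = 0.173 over 23 sets). In stroma score, 4 of the 5 sgTaz tumors were below every sgCon tumor. Group and stroma score are thus nearly confounded, and the differences at equal stroma score cannot separate them.

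**Figure D3:**
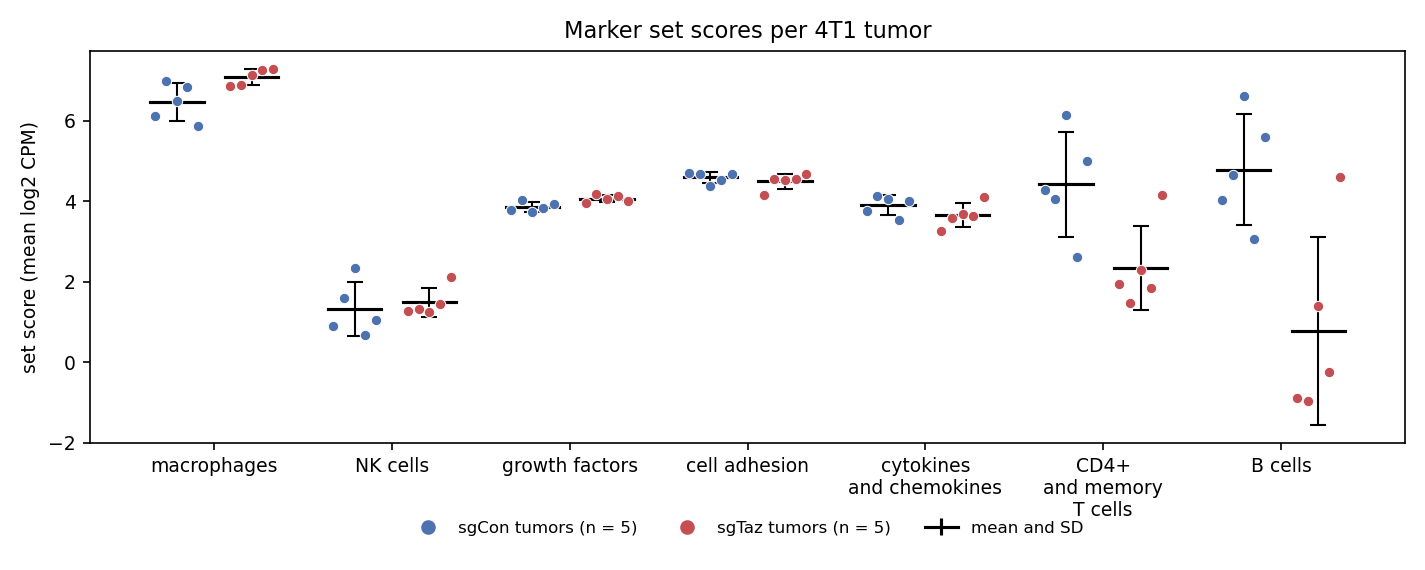
Scores of 7 marker sets (vertical axis, mean log2 CPM) in sgCon and sgTaz 4T1 tumors. Points are tumors (n = 5 per group), and bars are the mean and SD. The B cell scores differ by -4.01 on average, with 4 of the 5 sgTaz tumors below every sgCon tumor, and the NK cell scores overlap.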

Tumor cell-secreted chemokines have been indicated to play critical roles in inflammation, immune surveillance, and tumor progression [26]. Indeed, the NanoString immunology panel and RT-qPCR analyses found significant reductions in the expression of IL-33, TGF-β1, CCL5, IL-1α, and CX3 CL1 in sgTaz tumors compared to sgCon tumors (Fig. 3C, D). Hence, our results indicated that TAZ knockdown not only altered tumor growth processes, but also the infiltration of various immune cell components in the 4T1 tumor model.

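Among tumor growth processes, the score of 13 cell proliferation genes differed between sgTaz and sgCon tumors by 0.16 (exact permutation test, p = 0.135). This did not pass the test, although the set passed the threshold of camera and of fgsea toward higher expression in sgTaz tumors. The score of 21 target genes of YAP and TAZ differed by 0.052 (exact permutation test, p = 0.706). RNA of whole tumors was measured, so that this score does not show whether these genes changed in the tumor cells themselves. The score of epithelial tumor cell genes was 7.34 ± 0.34 (SD, n = 5) in sgCon tumors and 6.58 ± 0.57 (SD, n = 5) in sgTaz tumors, a difference of -0.75 (exact permutation test, p = 0.0397, above 0.05 after adjustment), with all 10 genes lower. Among immune cell components, the score of genes of all T cells differed by -1.47, with all 8 genes lower, and did not pass the adjusted test either. At equal score of lymph node stroma this difference was -0.046 (permutation p = 0.934). The CD8+ T cell score differed by -0.032 (exact permutation test, p = 0.913), and the dendritic cell score by 0.34 (exact permutation test, p = 0.373). At equal score of lymph node stroma, the dendritic cell difference was 1.15 (permutation p = 0.0116, adjusted p = 0.148 over 23 sets). Since group and stroma score are nearly confounded, the T cell and dendritic cell values at equal stroma score cannot separate them. Cd4 had a log2 fold change of -2.26 (standard error 0.71, adjusted p = 0.125 from edgeR's quasi-likelihood test). The paper reads its results as a sign that TAZ knockdown altered tumor growth processes and the infiltration of immune cells in the 4T1 model.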

**Fig. 3:**
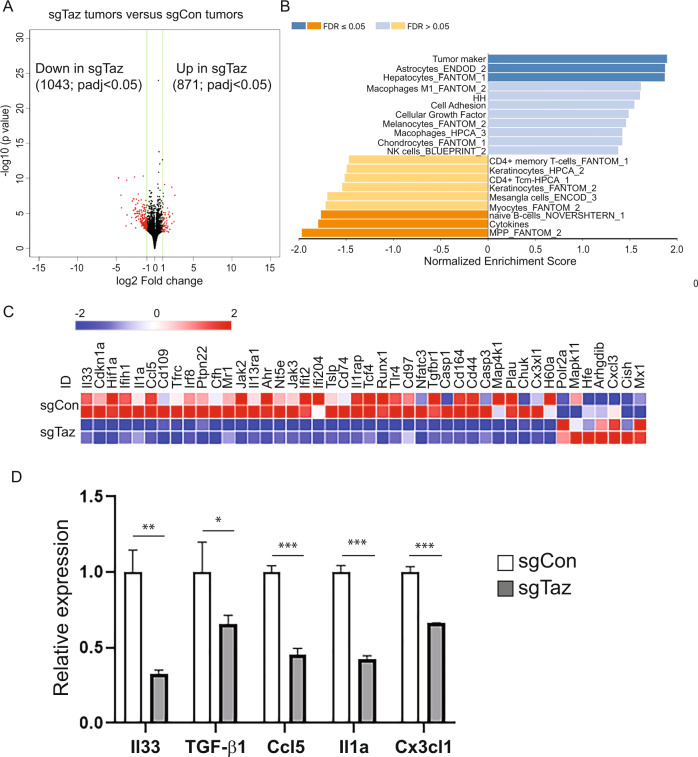
Knockdown of Taz alters the immune cell components in TME. **A** Volcano plot shows significant gene expression alterations between sgTaz and sgCon 4T1 tumors. **B** Over-representation analysis (ORA) using pathway annotations. **C** Representative heatmap data of NanoString immunology panel analyses in sgCon and sgTaz 4T1 cells. **D** qRT-PCR analyses of Il33, TGF-β1, Ccl5, Il1a, and Cx3cl1 expression in sgCon and sgTaz 4T1 cells. Relative expression was normalized by GAPDH expression. Unpaired two-tailed student t-test: *p < 0.05; **p < 0.01; ***p < 0.001.

### Myeloid populations are reduced in the TME of TAZ-deficient tumor-bearing hosts

High-dimensional mass cytometry (CyTOF) can be used to simultaneously evaluate numerous immune cell markers, and has allowed for the detailed description and quantification of tumor-infiltrating immune cells [27]. To further determine the effects of TAZ expression on altering the immune contexture of the TME, we developed a panel of 21 metal-labeled monoclonal antibodies (mAbs) for the high-dimensional analysis of multiple immune cell types using CyTOF technology, including CD3^+^CD4^+^ T cells, CD3^+^CD8^+^ T cells, B220 + B cells, MDSCs, macrophages, neutrophils, monocytes, and dendritic cells (DCs) (Table S2). Using this panel, we then performed a mass cytometry analysis in the sgCon and sgTaz 4T1 tumors. To visualize the cellular heterogeneity of the immune cells, we utilized t-SNE analysis [28]. We found similar numbers of CD45^+^ cells, as well as CD4^+^ and CD8^+^ T cells between sgCon and sgTaz 4T1 tumors (Fig. S3A, B). Consistent with the RNA-seq analyses, we observed a significant decrease in the B cells (B220^+^) in the sgTaz tumors compared to the sgCon tumors (Fig. S3A, B).

MDSCs are a heterogeneous population of largely immature myeloid cells that have potent immune suppressive activity [29, 30]. Two major MDSC subsets have been described in mice: monocytic (M-MDSCs) and polymorphonuclear (PMN-MDSCs) [31]. Both subsets express the myeloid lineage marker CD11b and the granulocytic marker Gr-1 (which has two isoforms: Ly6C and Ly6G). PMN-MDSCs are further defined as CD11b^+^Ly6C^lo^Ly6G^+^, whereas M-MDSCs are further defined as CD11b^+^Ly6C^hi^Ly6G^−^ [32]. Interestingly, we found significant reductions in both PMN-MDSCs and M-MDSCs in sgTaz tumors compared to the sgCon tumors (Fig. 4A). We also detected significant decreases in macrophages (CD11b^+^F4/80^+^) and Tregs (CD4^+^CD25^+^CD39^+^) in sgTaz tumors compared to the sgCon 4T1 tumors (Fig. 4B, C). Although we did not observe significant changes in the absolute number of CD8^+^ T cells, we found that the ratio of CD8^+^ T cells to PMN-MDSCs or macrophages was significantly higher in sgTaz tumors compared to the sgCon 4T1 tumors (Fig. 4D), suggesting a more immune-activating TME in sgTAZ tumors. Overall, the mass cytometry analysis revealed a significant reduction in the accumulation of several immune suppressive cell types under conditions of TAZ knockdown, including MDSCs, macrophages, and Treg cells, which was accompanied by an increased ratio of CD8^+^ T cells to PMN-MDSCs or macrophages. This is consistent with a reduction in the immune suppressive nature of the TME. These findings indicated that tumor-intrinsic TAZ expression played an important role in the recruitment and accumulation of immune suppressive cells within the TME.

**Fig. 4:**
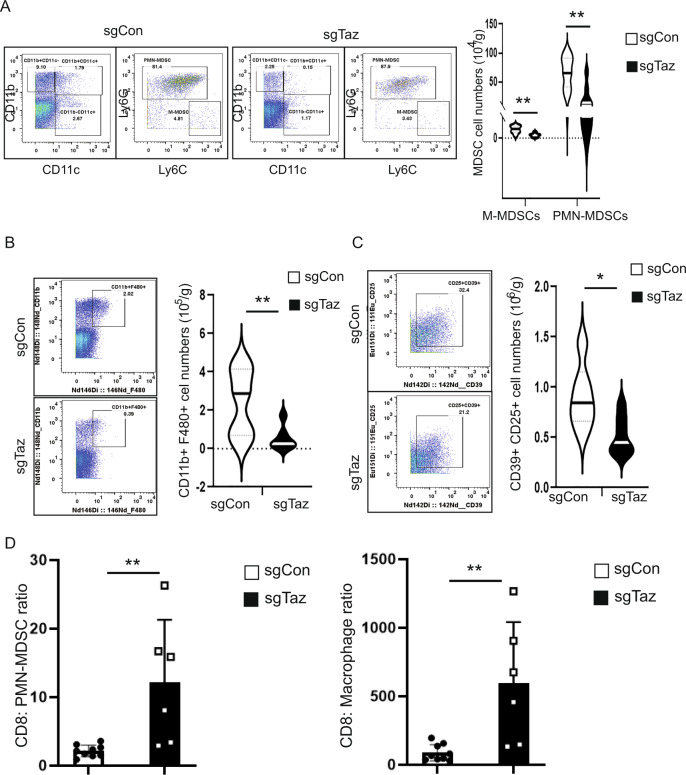
Accumulation of immune suppressive cells in 4T1 sgCon or sgTaz tumors. **A** Representative dot plots and quantification of PMN-MDSCs and M-MDSCs in the 4T1 sgCon or sgTaz primary tumors. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: **p < 0.01; ***p < 0.001. **B** Representative dot plots and quantification of CD11b^+^F4/80^+^ cells in the 4T1 sgCon or sgTaz primary tumors. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: **p < 0.01. **C** Representative dot plots and quantification of CD4^+^ T regulatory cells (CD25^+^CD39^+^) in the 4T1 sgCon or sgTaz tumors. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: *p < 0.05; ***p < 0.001. **D** Ratio of CD8^+^ T cells with PMN-MDSCs and macrophages in 4T1 sgCon or sgTaz 4T1 tumors. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: **p < 0.01.

### MDSC depletion reduces tumor growth

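In the RNA-seq data of the 5 sgCon and 5 sgTaz tumors, the score of genes of PMN-MDSCs and neutrophils was 4.21 ± 0.74 (SD, n = 5) in sgCon tumors and 3.17 ± 0.92 (SD, n = 5) in sgTaz tumors. The difference of -1.04 did not pass an exact permutation test (p = 0.0952, adjusted p = 0.208), although all 9 genes of the set were lower in sgTaz tumors and the set passed the threshold of camera. At equal score of lymph node stroma, the difference was -0.14 (permutation p = 0.824). In stroma score, 4 of the 5 sgTaz tumors were below every sgCon tumor, so that this value cannot separate group from stroma. Within groups, the relation of the 2 scores was weak (Pearson's r = 0.578, permutation p = 0.121). S100a8 had a log2 fold change of -1.44 (standard error 0.45, adjusted p = 0.124 from edgeR's quasi-likelihood test), and S100a9 of -1.37 (standard error 0.45, adjusted p = 0.134 from the same test). Ly6g had between 2 and 44 counts in the tumors and was below the filter. The score of genes of M-MDSCs and monocytes differed by -0.55, which did not pass its test (exact permutation test, p = 0.151). Ly6c2, whose reads the counting could have split with its paralog Ly6c1, had a log2 fold change of -1.40 (standard error 0.45, adjusted p = 0.127 from edgeR's quasi-likelihood test).

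Adgre1, which encodes F4/80, was at 44.8 ± 18.1 CPM (SD, n = 5) in sgCon tumors and 89.0 ± 24.2 CPM (SD, n = 5) in sgTaz tumors. Its log2 fold change of 0.99 (standard error 0.29) had an adjusted p of 0.114 from edgeR's quasi-likelihood test, and an exact permutation test gave p = 0.0238. Itgam, which encodes CD11b, shares 3450 exon bases with the gene Gm49368 on the same strand, and its log2 fold change of -0.073 (standard error 0.14) is uncertain for that reason. The score of genes of regulatory T cells differed by -0.61, which did not pass its test (exact permutation test, p = 0.198). Entpd1, which encodes CD39, had a log2 fold change of 0.44 (standard error 0.14, adjusted p = 0.129 from edgeR's quasi-likelihood test). Il2ra, which encodes CD25, had a log2 fold change of -0.73 (standard error 0.58, adjusted p = 0.482 from the same test).

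**Figure D4:**
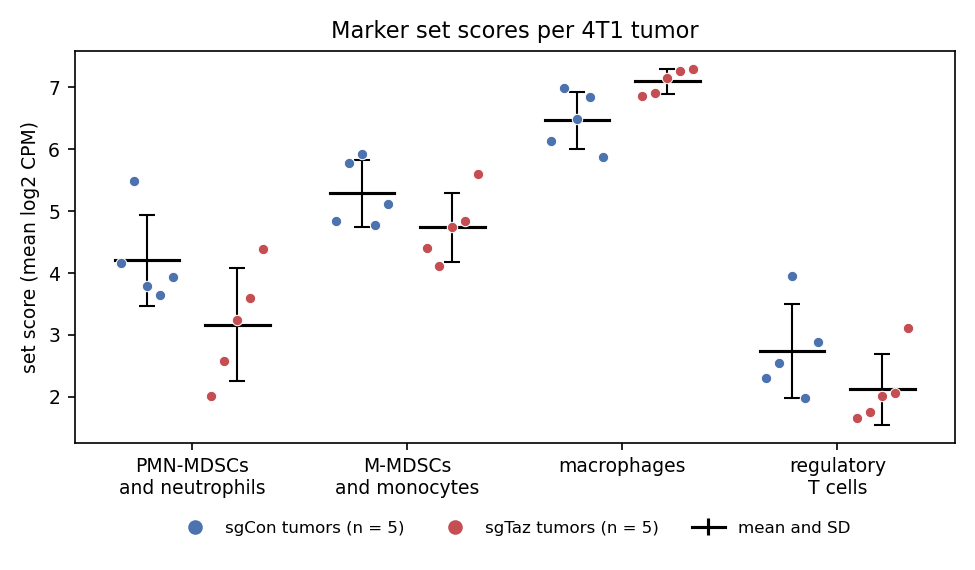
Scores of marker sets of PMN-MDSCs and neutrophils, M-MDSCs and monocytes, macrophages, and regulatory T cells (vertical axis, mean log2 CPM) in sgCon and sgTaz 4T1 tumors. Points are tumors (n = 5 per group), and bars are the mean and SD. The PMN-MDSC scores differ by -1.04 on average, and in each set the groups overlap.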

The results of the RNA-seq and mass cytometry analyses suggested that alterations in immune suppressive cells, such as MDSCs and macrophages within the TME may be responsible in part for the observed changes in tumor growth. To determine a causal role of MDSCs in mediating the growth of sgCon or sgTaz 4T1 tumors, the corresponding tumor-bearing mice were treated with anti-mouse-Gr-1 antibody or an isotype control (Fig. 5A) – this is a strategy used to deplete both subsets of MDSCs [33]. The anti-Gr-1 antibody treatment significantly reduced the growth of the sgCon tumors but not of the sgTaz tumors during this time course (Fig. 5B), suggesting that tumor-intrinsic TAZ expression acted at least in part through MDSC dependent mechanisms.

**Fig. 5:**
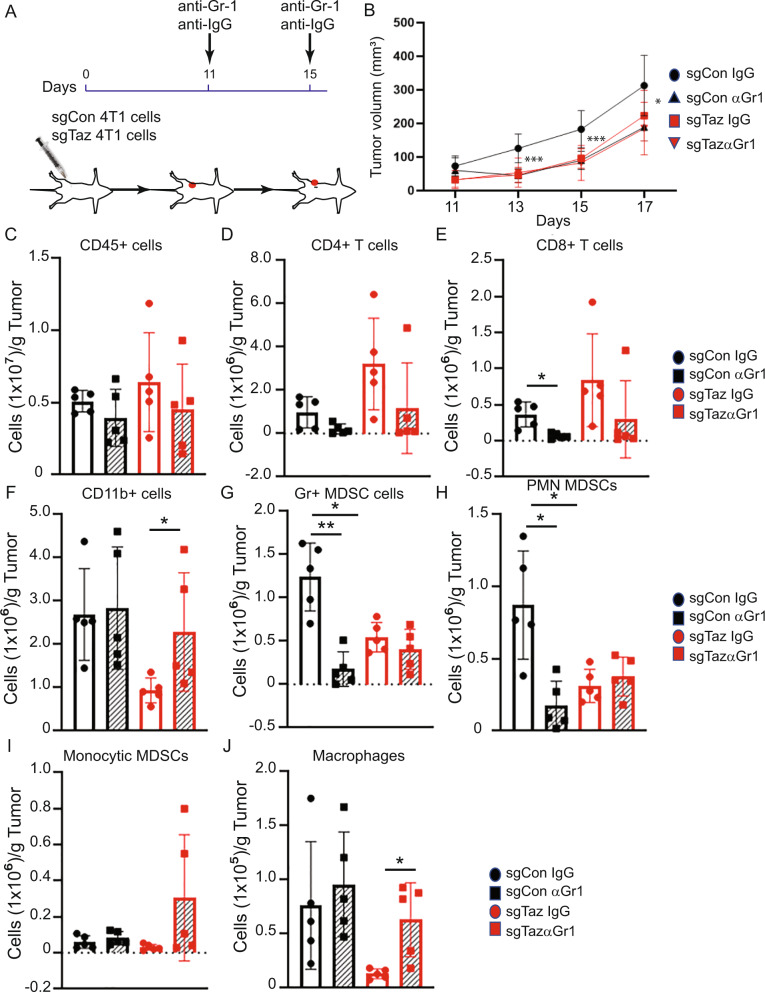
Anti-Gr-1 antibody treatment reduces tumor growth in 4T1 sgCon, but not sgTaz tumors. **A** Schematic of anti-Gr-1 antibody or isotype control antibody treatment in 4T1 sgCon or sgTaz tumor-bearing mice. **B** Tumor growth was measured by caliper after implantation of 4T1 sgCon or sgTaz 4T1 cells, with or without the indicated antibody (**A**). Data are shown as the mean ± SD. Unpaired two-tailed student t-test: *p < 0.05; ***p < 0.001. *n* = 6. **C** Quantification of CD45^+^ cells. **D** CD4^+^ T cells. **E** CD8^+^ T cells. **F** CD11b^+^ cells. **G** Gr-1^+^ MDSCs. **H** PMN-MDSCs. **I** M-MDSCs. **J** Macrophages in the 4T1 sgCon or sgTaz tumors. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: *p < 0.05; **p < 0.01.

Flow cytometry analysis was performed to analyze the effect of anti-Gr-1 antibody on the immune populations within the TME. Consistent with our mass cytometry analysis results, the flow cytometry findings showed that knocking down TAZ had no dramatic effects on the number of CD4^+^ and CD8^+^ T cells in the TME of IgG isotype-treated mice; however anti-Gr-1 treatment did mildly reduce the absolute number of CD8^+^ T cell in the TME of sgCon tumors (Fig. 5C–E). In agreement with our previous mass cytometry analyses, we found significant reductions in total CD11b^+^Gr-1^+^ MDSCs, as well as the PMN-MDSC subset, between isotype-treated sgCon and sgTaz tumors; however there was no effect on the M-MDSCs. Importantly, anti-Gr-1 treatment significantly diminished total and PMN-MDSC populations within the TME of sgCon tumors but had no significant effect on MDSC abundance within sgTaz tumors, suggesting that the sgTaz TME was MDSC depleted prior to anti-Gr-1 treatment due to Taz knockdown. Indeed, there was no difference in total MDSCs or PMN-MDSCs between anti-Gr-1-treated sgCon and either isotype- or anti-Gr-1-treated sgTaz tumors, mirroring the relationships observed in tumor growth (Fig. 5F–I). Interestingly, we observed that macrophages were increased in sgTaz tumors in response to anti-Gr-1 antibody treatment, suggesting that the loss of MDSCs may also indirectly affect macrophage infiltration and/or their functionality (Fig. 5J). These findings demonstrated that tumor-intrinsic TAZ regulated mammary tumor growth at least in part via blockade of MDSC accumulation within the TME.

## Discussion

TNBC, defined by the lack of estrogen and progesterone receptors and HER2, accounts for 15–20% of all breast cancer subtypes and typically display aggressive behavior, including early recurrence and metastasis, despite intensive chemotherapy treatment [34]. Therefore, more effective therapies are urgently needed. Notably, immunotherapy has prolonged survival in various solid tumor types and represents a promising treatment strategy for TNBC. However, while several lines of evidence support the use of immunotherapy in TNBC, its efficacy has been modest and limited to a subset of cases [35]. For example, the modest clinical efficacy achieved in current clinical trials suggests that the immune suppressive TME cannot be overcome by PD-1/PD-L1 blockade alone [36]. Understanding the mechanisms that underlie these additional immune suppressive processes may open new avenues for the treatment and prevention of advanced or metastatic TNBC.

In this study, we found that reducing TAZ expression, which has long been associated with regulating cell-intrinsic mechanisms of tumorigenesis, also regulates the immunosuppressive TME, as evidenced by tumor-cell specific TAZ knockdown diminishing mammary tumor growth and metastasis in immune competent mice, but not immune deficient mice. Using RNA-seq and mass cytometry approaches, we observed several immune alterations within the TME when TAZ was deleted in the tumor cells. This reduction in tumor growth was accompanied by a reduction in MDSCs and macrophages. We further observed downregulation of the expression of certain cytokines/chemokines, such as Il33, TGF-β, Ccl5, Il1a and Cx3cl1, in the TAZ knockdown 4T1 cells. The reduction of chemokines may inhibit the recruitment of such immune suppressive myeloid populations to the TME of the TAZ knockdown tumors. Thus, future studies are warranted to explore the role of these chemokines/cytokines in detail in the mechanism of TAZ-mediated tumor progression.

It is generally accepted that PMN-MDSCs and M-MDSCs are not only phenotypically and morphologically different, but also have unique (although partially overlapping) functional and biochemical traits, which reflect their different roles under various pathological conditions [32]. Although we did not observe quantitative changes in CD8^+^ cytotoxic T cells in response to TAZ knockdown, it is important to note that we did observe significant increases in the ratio of these effectors to MDSCs. These data are consistent with the interpretation of a more immune activating or less pro-tumorigenic TME. Furthermore, using an anti-Gr-1 antibody treatment approach, we showed that treatment significantly reduced 4T1 tumor growth and PMN-MDSC accumulation within TME of control mice, but not in TAZ knockdown mice.

Most studies in the field have focused on the pro-tumorigenic roles of MDSCs on the T-cell response, which was also a focus of this study. Indeed, it has been reported that MDSCs co-localize with B-cells within the marginal zone of the spleen in tumor-bearing mice [37]. Unlike the suppressive effects of MDSCs on T cells, MDSCs may promote the proliferation and inhibit the apoptosis of B cells [38]. Interestingly, we found that anti-Gr-1 antibody treatment had no effect on the macrophage population in the control tumors, but it did increase macrophages in the TAZ knockdown tumors, suggesting that the loss of MDSCs may indirectly regulate macrophage infiltration and/or their functionality. Given the complexity of the MDSC and macrophage responses across multiple components of adaptive immunity, future studies are needed to dissect the relationship among MDSCs, macrophages, and B cell infiltration within the TME.

The recruitment of MDSCs to the TME has been demonstrated to promote tumor growth through inhibition of innate and adaptive antitumor immune functions, as well as contribute to therapeutic resistance [39]. This aligns with studies reporting that methods which reduce MDSC populations further improve the efficacy of ICIs [40]. For example, recent studies showed that using antibodies against cytotoxic-T-lymphocyte-associated protein 4 (CTLA-4) or programmed cell death 1/programmed cell death 1 ligand 1 (PD1/PD-L1) alone was insufficient to generate an effective antitumor response, however a combination of ICI with agents that inactivate MDSCs demonstrated superior efficacy against *de novo* resistance to the ICI in metastatic castration-resistant prostate cancer (mCRPC) [41].

There is emerging evidence that dysregulation of the Hippo-YAP/TAZ signaling pathway plays a critical role in the TME [42]. Several studies have shown that YAP/TAZ transcriptionally activates PD-L1 expression, thus suppressing T cell-mediated killing of tumor cells in melanoma, lung, and breast cancer [43–46]. YAP activation has been reported to drive macrophage recruitment in liver cancer models [47]. Though YAP has been found to induce MDSC recruitment in a mouse model of prostate cancer [48] and pancreatic cancer [49], how TAZ regulates immune suppressive cells in the TME of breast cancer remains largely unknown. Interestingly, Moroishi et al. found that knocking out LATS1/2, the upstream negative regulator of YAP/TAZ, inhibits tumor formation and contributes to the generation of an immune suppressive TME via secretion of nucleic-acid-rich extracellular vesicles [50]. It will be interesting to test whether those extracellular vesicles play a role in MDSC recruitment in our experimental system.

In summary, the findings of this study suggest that tumor-intrinsic TAZ expression plays a regulatory role in the accumulation of MDSCs and macrophages in the TNBC TME. The mechanisms and signaling axes involved could serve as novel therapeutic targets. Having a better understanding of TAZ-driven mammary tumor growth may support the development of innovative treatment options and improve outcomes for patients with TNBC, or other cancer types where the TAZ pathway is relevant to neoplastic progression.

## Supplementary information

Supplemental Figure and Table Legends

Figure S1

Figure S2

Figure S3

Original Western Blot

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

## Data Availability

The RNAseq data from sgCon and sgTaz tumors has been deposited to Gene Expression Omnibus (GEO) as GSE205160.

# Supplementary material for: Loss-of-function of the hippo transducer TAZ reduces mammary tumor growth through a myeloid-derived suppressor cell-dependent mechanism
**Source:** Cancer Gene Ther. 2022 Jul 15;29(11):1791–800. doi: 10.1038/s41417-022-00502-0
**Supplement:** Supplementary file 1 — Supplemental Figure and Table Legends

**Supplemental Figure Legends:**

**Figure S1: Knockdown of Taz reduces mammary tumor growth**

1. Representative images and quantification of colony formation of 4T1 sgCon and sgTaz cells. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant.
2. Representative images and quantification of colony formation of EMT6 sgCon and sgTaz cells. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant.
3. Immunoblotting detection of Taz knockdown in E0771 cells. GAPDH was used as a loading control.
4. Representative images and quantification of colony formation of E0771 sgCon and sgTaz cells. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant.
5. Immunoblotting detection of Taz knockdown in MB49 cells. GAPDH was used as a loading control.
6. Representative images and quantification of colony formation of MB49 shNT and shTaz cells. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant.

**Figure S2: Knockdown of Taz reduces mammary tumor growth and metastasis**

1. 4T1 cells were implanted into the mammary fat pad of SCID mice; tumor growth was measured by caliper and tumor weights. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant. n=6.
2. EMT6 cells were implanted and measured as in panel *D*. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant. n=6.
3. Representative images and quantification of 4T1 shNT and shTaz colony formation. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant.
4. Tumor weights were measured for 4T1 shNT and shTaz cells from SCID mice. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: NS=not significant. n=6.
5. Representative images of 4T1 shNT and shTaz lung metastasis. Data are shown as the mean ± SD. Unpaired two-tailed student t-test: ***p<0.001. y-axis: met=metastasis nodules n=6.

**Figure S3: Measuring immune cell infiltration within the TME by mass cytometry analyses**

1. Representative tSNE plots of CD45, CD4, CD8 and B220 cells in 4T1 sgCon and sgTaz tumors.
2. Quantification of CD4^+^ T cells, CD8^+^ T cells and B220^+^ B cells in 4T1 sgCon and sgTaz tumors.

**Supplemental Tables**

**Table-S1 Differential expression gene changes of sgCon versus sgTaz tumors.**

**Table-S2 List CyTOF antibody panel.**

# Supplementary material for: Loss-of-function of the hippo transducer TAZ reduces mammary tumor growth through a myeloid-derived suppressor cell-dependent mechanism
**Source:** Cancer Gene Ther. 2022 Jul 15;29(11):1791–800. doi: 10.1038/s41417-022-00502-0
**Supplement:** Supplementary file 8 — Supplemental Table 3

**Table S3.** List of antibodies for FACS analysis

| Fluor | Antigen | Clone | Manufacturer | Catalog Number |
| --- | --- | --- | --- | --- |
| Ax594 | CD11b | M1/70 | Biolegend | 101254 |
| BV605 | F4/80 | BM8 | Biolegend | 123133 |
| Pacific Blue | Ly6G | 1A8 | Biolegend | 127611 |
| Ax700 | Ly6C | HK1.4 | Biolegend | 128023 |
| BUV395 | CD3 | 145-2C11 | BD Horizons | 563565 |
| BV785 | CD4 | RM4-5 | Biolegend | 100552 |
| BV650 | CD8 | 53-6.7 | Biolegend | 100742 |
| APC | CD45 | 30-F11 | Biolegend | 103112 |

How the deposited data were processed for this re-analysis (not part of the article)

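RNA of whole 4T1 tumors was sequenced by the authors, 5 tumors with the control guide RNA (sgCon) and 5 with the guide RNA against Wwtr1, the gene of TAZ (sgTaz). The authors mapped reads to mm10 with STAR in its 2-pass mode and GENCODE annotation, checked the mapped reads with RSeQC, and counted reads per gene with featureCounts. The deposited values are these counts of the authors, whole numbers for 17864 genes without normalization, with a column for each tumor. Versions of the tools, the strand setting of the counting and the rule by which genes entered the table are not stated in the methods. The table holds 5 further columns, which were not used here. Tumors were assigned to groups by the names of the columns and the sample labels. Replicate numbers run from 1 to 5 in both groups and were read as separate mice, so that no pairing was assumed.

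Total counts per tumor were between 14753922 and 19595821 in sgCon tumors and between 12185383 and 18395558 in sgTaz tumors. At this depth, 3 counts of the total are between 1.53e-05% and 2.46e-05% of the counts of a tumor. This floor covers counting error only. Genes were named and placed by matching the identifiers to GENCODE M21, in which 17860 of the 17864 were found. Gene names, GC content and exon lengths come from that annotation and mm10.

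Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest, Benjamini-Hochberg adjusted p below 0.05), DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The filter kept 14816 genes. A log2 CPM was computed with a prior count of 2. For each of 24 hand-written marker sets, the score of a tumor was the mean log2 CPM over the genes of the set that passed the filter. Group differences of scores were tested with exact two-sided permutation tests and adjusted over the 24 sets. Differences at equal score of another set were taken from a linear model with both terms, with p from 100000 permutations of residuals. Relations between scores were computed after the group means were taken off, with 100000 permutations within groups. The gene sets of MSigDB, which the methods name, were not used here. The guide RNA was matched to the annotated transcripts without mismatches.

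The design, the alternatives, the marker sets and the rule for naming genes were fixed before the data were examined, the marker sets after Table S1 had been read. Named in the text are 22 genes listed beforehand (the gene of TAZ and its homologue, the cytokines of Fig. 3D, markers of the immune cells the paper gates, and S100a8 and S100a9), of which 21 passed the filter, except 1 that is not reported here, and up to 4 genes in each direction with an adjusted p below 0.05, a mean of at least 1 CPM and no overlap between groups. The alternatives were DESeq2, limma-voom with sample quality weights, RLE and upper-quartile normalization, no filter, a filter of at least 10 counts in every tumor, a line at an absolute log2 fold change of 1, each tumor left out in turn, the replicate number as a block, a correction for GC content and length, and both together. For the scores, a prior count of 0.5, the median over genes, camera and fgsea were also run. Camera used its preset correlation between genes, which was not estimated from these tumors. Its p-values may be too small for sets whose genes vary together. Robust moderation, the bias-adjusted deviance of edgeR, a threshold of 0.1, the lymph node stroma score as a covariate, and DESeq2 with shrinkage of fold changes were chosen after seeing the data.

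The scripts were tested on simulated data. Counts drawn for the real genes with 200 genes changed gave 65.5% of them recovered by edgeR, with 7 false calls among 138. DESeq2 recovered 76.5%, with 24 false calls among 177, and limma-voom recovered 63.5%, with 4 among 131. Each gene was drawn independently, without variation between tumors that genes share. The simulation therefore does not show which tool's number of genes is right for the real tumors. A simulated length bias gave 1928 false calls without the correction for GC content and length and 6 with it. In 2000 simulated comparisons without a difference, the permutation test of scores gave a p below 0.05 in 4.95%, and the test at equal score of another set in 4.45%.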

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

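Both tests of a mislabelled tumor, and those of library size and of the relation of B cell and lymph node stroma scores within groups, were chosen only after the result was seen. The limits used to read the tests at equal stroma score, 25% and 75% of the difference left and a within-group r of 0.8, were also set after those values had been seen.

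In 10 of 94 groups of 5 tumors, a tumor lay far from the others of its group, where chance gives 4.7. Of these, 5 concern sgTaz tumor 5. Its score of lymph node stroma and high endothelium was 5.41, with the other sgTaz tumors between -1.89 and -0.44. Its regulatory T cell score was 3.11 (others 1.67 to 2.06) and its NK cell score 2.13 (others 1.25 to 1.45). Its log2 CPM of Il2ra was 4.15 (others 2.24 to 2.50) and of Ly6c2 2.67 (others 1.00 to 1.26). A mislabelled tumor was tested with Wwtr1, which was at 102 CPM in sgTaz tumor 5 and at 115 CPM in the lowest sgCon tumor, so that it lay among the sgTaz tumors. Since Wwtr1 overlaps between the groups, with sgTaz tumor 4 at 139 CPM, this alone does not exclude a mislabelled tumor. The genes called by edgeR without sgTaz tumor 5 were then compared with this tumor, on log2 CPM. Among them is Tmx4, at 96.4 CPM in sgTaz tumor 5, 95.1 to 99.5 CPM in the other sgTaz tumors and 69.6 to 72.4 CPM in sgCon tumors. Of 42 genes called as higher in sgTaz tumors, Tmx4 included, it lay nearer to the mean of the other sgTaz tumors in 37, which goes against a mislabelled tumor. Of 130 called as lower, it lay nearer to the mean of the sgCon tumors in 104, and of all 172 it was nearer to the other sgTaz tumors in 63. The choice to read the test from the genes called as higher was made after Tmx4 in this tumor had been seen and before these numbers. Lymph node tissue carried along in dissection is a candidate explanation, since within groups the B cell score rose with the stroma score (r = 0.960, permutation p = 0.00037). The mammary fat pad, the site of injection, holds a lymph node in the mouse. All 5 sgCon tumors had high stroma scores and 4 of the 5 sgTaz tumors low ones, so that group and stroma score can hardly be told apart. Fat pad tissue in general was tested with the adipocyte score, whose relation to the B cell score within groups was r = 0.513 (permutation p = 0.231; rho = 0.527, permutation p = 0.183), and 0.218 without the 2 tumors farthest from the median, and does not settle it. The adipocyte score was higher by 0.64 in sgTaz tumors (exact permutation test, p = 0.595, all 7 genes higher), with 3 sgTaz tumors above and 2 below every sgCon tumor. Of the 3 above, sgTaz tumors 3 and 4 had adipocyte scores of 3.76 and 3.86 and B cell scores of 1.40 and -0.24, where the lowest B cell score of the sgCon tumors was 3.06. These 2 tumors go against fat pad tissue in general as the only explanation. An effect of TAZ on lymphoid tissue in the tumor is not separated from these explanations by the data.

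The other 5 values came from sgCon tumors 2, 3 and 4 and sgTaz tumor 1. The score of PMN-MDSCs and neutrophils was 5.48 in sgCon tumor 2 (others 3.65 to 4.17). Cell adhesion was 4.16 in sgTaz tumor 1 (others 4.53 to 4.68). YAP/TAZ target genes were at 5.73 in sgCon tumor 3 (others 6.08 to 6.14), where the log2 CPM of Ccl5 was 6.24 (others 3.85 to 4.49). The score of genes shown lower in sgTaz cells in Fig. 3C was 6.40 in sgCon tumor 4 (others 6.60 to 6.68). Library size was weighed for all group differences. The median total count was 17155103 in sgCon and 15566873 in sgTaz tumors, a difference that did not pass its test (exact permutation test, p = 0.151). With 5 tumors per group, this does not exclude a difference in library size. No biological explanation was tested for these 5 values.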

How the results depend on the processing

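The number of differentially expressed genes (genes higher in sgTaz and genes lower in sgTaz) depended on the test. DESeq2 gave 1081 genes (531 higher and 550 lower in sgTaz tumors) and limma-voom 1546 (686 and 860), against 1 with edgeR, and 894 of the limma-voom genes were also called by DESeq2. With RLE size factors, upper-quartile normalization and the bias-adjusted deviance, edgeR again called 1 gene. Without a filter it called 0 genes (3610 at an unadjusted p below 0.05), with the correction for GC content and length 0 (3105), and with an absolute log2 fold change above 1 0 (3226 at an unadjusted p below 0.05 without that line). With at least 10 counts in every tumor, 5 genes passed, 4 higher and 1 lower. Besides Tmx4 these were Flrt3, Fgfbp1, Xdh and Mef2a, named after their values were seen, each with an adjusted p of 0.0511 in the edgeR test without this filter. Across the 10 fits that each left out 1 tumor, between 0 and 172 genes passed, between 0 and 42 higher and between 0 and 130 lower, and fits with 0 genes had 2300 to 3455 at an unadjusted p below 0.05. The most came without sgTaz tumor 5 (172) and without sgTaz tumor 2 (75). The cause was not tested. Of the settings chosen after seeing the data, robust moderation gave 0 genes (3199 at an unadjusted p below 0.05), the stroma score as a covariate 0 (1636), and an adjusted p below 0.1 gave 487 (233 higher and 254 lower).

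Same-numbered tumors were read as different mice, which is not stated. The pairing was checked by the correlation of deviations from the group means, which was -0.026 for same-numbered and 0.0093 for other pairs. With the replicate number as a block, 0 genes passed (2462 at an unadjusted p below 0.05), and 0 with the block and the correction for GC content and length (2454). Camera with the block gave an adjusted p of 1.46e-13 for B cells, 8.01e-10 for CD4+ and memory T cells, 1.65e-06 for macrophages, 0.00165 for PMN-MDSCs and neutrophils, 0.0102 for cell proliferation, 0.842 for cell adhesion and 0.989 for CD8+ T cells, the last 2 toward higher expression.

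The log2 fold change of Wwtr1 was -0.58 with DESeq2 and -0.59 with limma-voom, both past the threshold, and -0.48 with DESeq2 and shrinkage, chosen after seeing the data. It was below 0 in all alternatives run.

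With tests on genes, more sets passed than in the permutation test of tumors. The p-values of camera, with and without the block, rest on its preset correlation between genes and may be too small. Camera gave an adjusted p of 1.09e-06 for B cells, 1.87e-05 for CD4+ and memory T cells, 1.41e-05 for macrophages and 0.00192 for PMN-MDSCs and neutrophils. The normalized enrichment scores of fgsea were -2.13, -2.36, 2.16 and -1.98 for these sets. Growth factors passed fgsea (1.73, adjusted p = 0.0149) but not camera (adjusted p = 0.162). Cell proliferation passed as well, toward higher expression (camera, adjusted p = 0.0182; fgsea, 2.09). Plasma cells, all T cells, epithelial tumor cells and ribosomal proteins passed both tests toward lower expression, and lymph node stroma passed camera. Skeletal muscle (fgsea -1.79, adjusted p = 0.0162; camera, adjusted p = 0.322) and adipocytes (fgsea 1.73, adjusted p = 0.0154; camera, adjusted p = 0.522) passed fgsea only. The direction turned for cell adhesion (camera 0.849, fgsea 1.13), CD8+ T cells (camera 0.851, fgsea 0.679, median over genes 0.26, correction for GC content and length 0.028) and cytokines (fgsea 0.956), none of which passed a test. With at least 10 counts in every tumor, the NK cell difference was -0.022 and that of skeletal muscle 0.29, and with the correction for GC content and length that of the genes of Fig. 3C was -0.022. That filter removes genes that fell, and it left a B cell difference of -1.05. The cause of these changes was not tested.

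Leaving out each tumor in turn, the B cells score difference stayed between -4.97 and -3.55 and that of PMN-MDSCs between -1.35 and -0.72, and without sgTaz tumor 5 both passed (exact permutation test, adjusted p = 0.0476). Ranges that crossed 0 were those of Ccl5 (-0.15 to 0.91), Itgam (-0.14 to 0.038), Il2ra (-1.30 to 0.042), CD8+ T cells (-0.16 to 0.18), YAP/TAZ target genes (-0.022 to 0.081), fibroblasts (-0.037 to 0.34), endothelium (-0.027 to 0.20) and the genes of Fig. 3C (-0.031 to 0.038).

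With the stroma score as a covariate, chosen after seeing the data, the sign of the Il2ra log2 fold change (1.07) changed. So did that of Il33 (0.36), Ptprc (0.38), Cd3e (0.17), Cd8a (0.34) and Foxp3 (0.46). The sign also changed for the scores of CD8+ T cells (0.53), regulatory T cells (0.50), M-MDSCs (0.31), cytokines (0.17) and YAP/TAZ target genes (-0.081). Ccl21a, Ccl19 and Cxcl13 belong to both the cytokine and the stroma set, so that the change for cytokines is partly built in. Among the values of single genes other than Wwtr1 and of sets the paper's claims do not name, 684 kept direction and side of the threshold, 35 came to pass it, 12 no longer passed it, all of them of Tmx4, and 30 changed sign. The total count limits genes such as Ly6g, with 2 to 44 counts.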

Differences from the paper's values

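The paper gives 871 genes as higher in sgTaz tumors, against 1 with edgeR. With limma-voom, an alternative set before the data were examined, the number was 686 and within 1.5 times of the paper's. None of the other alternatives set before the data were examined came as near, DESeq2 with 531 included. The paper gives 1043 genes as lower, against 0 with edgeR (1765 at an unadjusted p below 0.05). Limma-voom gave 860, within 1.5 times of the paper's, and no other alternative did, DESeq2 with 550 included.

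The log2 fold change of Cd4 was -2.26, and the paper's is -0.11. For Foxp3, which shares exon bases with genes on both strands, it was -1.52 and the paper's is -0.11. No alternative set before the data were examined closed these gaps. With DESeq2 and shrinkage of fold changes, chosen after seeing the values, they were -0.37 for Cd4 and -0.39 for Foxp3, nearer to the paper's but not within the error. All fits here used the 10 tumors or fewer, and the 5 further columns of the deposited counts were in none. For 427 genes, the mean given in Table S1 was more than 1.5 times that of its 10 listed values. The samples of the paper's fit, also behind its gene counts, may thus differ from those used here. For S100a9 the log2 fold change was -1.37 and the paper's is -0.89. The difference fell within the error with DESeq2 (-1.36), with the correction for GC content and length (-0.98), with the replicate block, with both together, and without sgCon tumor 2 or 5 or sgTaz tumor 1, 2 or 4. It did not with limma-voom, RLE size factors, upper-quartile normalization, no filter, at least 10 counts in every tumor, or without another tumor. For Wwtr1, DESeq2 with shrinkage, chosen after seeing the values, gave -0.48, as the paper does.

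Table S1 lists Wwtr1, Cd3e, Cd4, Adgre1, Entpd1, Foxp3, S100a8 and S100a9 as changed, and none of them passed the adjusted p of edgeR over all genes. DESeq2 and limma-voom called Wwtr1, Cd4 and Adgre1. Limma-voom also called Entpd1, S100a8 and S100a9. No setting run called Cd3e or Foxp3.

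The text of the paper places macrophages, NK cells, growth factors and cell adhesion with sgCon tumors, while Fig. 3B shows them with positive enrichment scores and states no contrast. The macrophage score was higher in sgTaz tumors by 0.63 and the growth factor score by 0.21. NK cells (0.17) and cell adhesion (-0.10) did not differ past the spread between tumors. The paper reports fewer macrophages in sgTaz tumors by mass cytometry (Fig. 4B), and Adgre1, which encodes F4/80, had a log2 fold change of 0.99. The paper reports similar numbers of CD4+ T cells by mass cytometry, and the score of CD4+ and memory T cells differed by -2.08. At equal score of lymph node stroma this difference was -0.10 (permutation p = 0.844), although group and stroma score are nearly confounded. The paper states a depletion of cytokines, and the cytokine score differed by -0.25 (exact permutation test, p = 0.222).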

Other observations

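The tests of Tmx4, of library size, of a mislabelled tumor and of the within-group relation of B cell and stroma scores were chosen only after the result was seen, and the tests of Tmx4 after fold changes of its neighbours had been seen.

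Other splits of the 10 tumors were compared with the real one. Of the 16 splits that part all 5 same-numbered pairs, 2, the real one included, had at least 1 gene past the threshold of edgeR, and 1, the real one, had 1081 or more with DESeq2. These splits were compared because they part the replicate numbers as the real one does, although same-numbered tumors were read as different mice. With 16 of them the share cannot fall below 0.05, so that this comparison leaves open whether an arbitrary split would give as many. Among 84 further splits, which leave some pairs together, 2 reached as many with edgeR and 1 with DESeq2, where the highest numbers were 536 and 1236. Both came from the split that exchanges sgCon tumor 4 and sgTaz tumor 5, the sgTaz tumor with a high lymph node stroma score and the sgCon tumor with the lowest, so that in it the groups do not overlap in that score. At an unadjusted p below 0.05, none of the 99 other splits had as many genes as the real one (3226 with edgeR, highest other 2957; 3696 with DESeq2, highest other 3296).

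At equal score of lymph node stroma, the B cell difference was -0.58 (permutation p = 0.277) and that of all T cells -0.046 (permutation p = 0.934), from -4.01 and -1.47. This is consistent with a hypothesis in which lymph node tissue in some of the dissected tumors, more often among sgCon tumors, accounts for most of the difference in B and T cell genes. By mass cytometry the paper also reports a significant decrease of B cells in sgTaz tumors, so that the difference does not rest on RNA alone. Whether lymph node tissue entered those samples is not known from these data. For T cells the hypothesis is weaker. Within groups, the score of all T cells rose with the stroma score at r = 0.810 (permutation p = 0.00171). Without the 2 tumors farthest from the median, this r was 0.635, below the limit of 0.8. With group and stroma score nearly confounded, a direct effect of TAZ on B and T cells is not excluded. The PMN-MDSC difference was -0.14 at equal stroma score (permutation p = 0.824), but its relation to the stroma score within groups was weaker (r = 0.578, permutation p = 0.121; rho = 0.612, permutation p = 0.0773), so that it cannot be told apart from that explanation. After correction for GC content and length it was -0.85. The difference had not passed its test before correction (exact permutation test, p = 0.0952), so that the part of that bias stays open. The macrophage difference was 0.70 at equal stroma score (permutation p = 0.083), and its relation to the stroma score within groups was r = 0.107 (permutation p = 0.717; rho = 0.0909, permutation p = 0.808). This gives no sign that fewer lymphoid reads account for it, but with group and stroma score nearly confounded this test does not exclude that. Fewer lymphoid reads would raise the scores of all other cells alike. The epithelial score instead differed by -0.75 (exact permutation test, p = 0.0397, adjusted p = 0.106), with all 10 genes lower. Fibroblasts (0.14), endothelium (0.071) and adipocytes (0.64) were higher, each within the spread between tumors. The epithelial values argue against fewer lymphoid reads as the only cause. At equal stroma score, scores with little difference before were higher in sgTaz tumors for dendritic cells (1.15, permutation p = 0.0116, adjusted p = 0.148) and NK cells (0.93, permutation p = 0.0225, adjusted p = 0.173). Neither passed adjustment over 23 sets.

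The cytosolic ribosomal protein genes, which the paper does not discuss, had the lowest permutation p of the sets. Their score was lower in all 5 sgTaz tumors than in every sgCon tumor, by -0.33 (exact permutation test, p = 0.00794, adjusted p = 0.106), with 80 of 83 genes lower. The difference was -0.37 at equal stroma score (permutation p = 0.0128, adjusted p = 0.148), which gives no sign that lymph node tissue accounts for it, within the limit set by the confounding of group and stroma score. After correction for GC content and length it was -0.22 (exact permutation test, p = 0.00794), and the pattern cannot be told apart from a partial effect of that bias.

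Wwtr1 fell beside the score of epithelial tumor cells, which differed by -0.75. At equal epithelial score the difference of Wwtr1 was -0.42 (permutation p = 0.111), 72.2% of the difference without it. A smaller share of tumor cells in sgTaz tumors may contribute, and the drop in Wwtr1 cannot be told apart from it.

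Tmx4 was higher in every sgTaz tumor with little spread within groups. A copy number difference between the cell pools is a candidate explanation, and the median log2 fold change of the 10 nearest genes tested was 0.17, at percentile 93.6 of such medians over 14604 genes, with 7 of the 10 higher. This leaves the explanation open. After correction for GC content and length, the log2 fold change of Tmx4 was 0.32, so that this bias stays open too.

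The paper reports reductions of cytokines by NanoString and RT-qPCR, which its legend and methods give for 4T1 cells. In the RNA-seq of whole tumors, the log2 fold changes were -0.33 for Il33, -0.15 for Tgfb1, 0.17 for Ccl5, -0.60 for Il1a, which shares exon bases with a transcript on the opposite strand, and -0.17 for Cx3cl1, with adjusted p from edgeR's quasi-likelihood test of 0.635, 0.267, 0.864, 0.364 and 0.500. The score of 36 genes shown lower in sgTaz cells in Fig. 3C differed by 0.016 between tumors (exact permutation test, p = 0.825). Of 21 genes listed beforehand and tested, 9 had an adjusted p below 0.05 over the list alone and 0 over all genes. Table S1 lists some of them, so that this shows no stability for those.

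Table S1 gives a mean for each gene beside its values in the 10 tumors. For 60 genes this mean was within 1% of the mean of the 10 values, and for 427 it was more than 1.5 times as large. The listed values and the deposited counts differed only by a factor per tumor, with a coefficient of variation of at most 0.000139%. Across genes, the rank correlation of the listed log2 fold change with that of edgeR was 0.898, where genes are not independent replicates. Table S1 holds 174 genes with an absolute log2 fold change below 0.1.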
